A study of Mus musculus with 16 samples. Its data were reported in "The transcription factor ChREBP Orchestrates liver carcinogenesis by coordinating the PI3K/AKT signaling and cancer metabolism" (2024).

How the data were processed

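Total RNA of 16 liver samples (5 normal, 5 adjacent and 6 tumoral) had been extracted with a column kit and hybridised, after labelling with a whole-transcript kit, to Affymetrix arrays. The study's methods name a human gene array, whereas the features match mouse gene numbers, so the array model is uncertain. The authors made the deposited values, which are log2 expression levels, by RMA (background correction, quantile normalization between arrays and summary of the probes of each gene). The versions of RMA and of Partek, which the labels also name, are not given in the sources used here. The table holds 25272 features, one per Entrez gene number, and values between 1.64 and 13.7. Features were named with a table of gene symbols: 24530 carried exactly 1 symbol and were tested, 0 carried several, and 742 carried none and were left out of the named genes. No gene had more than one feature. No array, gene or low value was filtered out, and the values were used without further scaling. Raw array files were not analysed here.

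Samples were grouped by their labels. The 3 comparisons were tumoral with adjacent, adjacent with normal and tumoral with normal tissue. One linear model with 3 groups was fitted to all 16 samples with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without trend or robust options, 13 residual and 4.92 prior degrees of freedom). Tests were two-sided, with Benjamini-Hochberg adjustment over the 24530 genes of each comparison and a threshold of 0.05. Counts are also given with a change of at least 1.5-fold, a threshold chosen here. Levels are given as the mean ± SD of the samples of a group, and differences as the first group minus the second on the log2 scale or as the fold from it, with 95% confidence intervals from the model. The count of genes whose groups did not overlap takes every sample of one group above every sample of the other. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

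The design, the 43 gene lists (30 of pathways and states, 13 of cell type markers, 608 genes, of which 567 were measured) and the rule for named genes were fixed before the data were examined. Lists with at least 5 measured members, 41 in all, were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the 41 lists of each comparison. Camera with an estimated correlation and fry were run as alternatives. Counts adjusted over the list alone apply the same adjustment to the members of 1 list. The rule named, for each comparison, the 10 largest rises and the 10 largest falls among genes that passed and whose groups did not overlap, leaving out predicted and non-coding genes, then up to 4 passing members of each list with the smallest adjusted p and any passing member moving against its list, then 28 genes from the names in the study's text (25 were measured), and Nnt as a marker of the strain. The study's pfk, given without an isoform, was taken as Pfkl, Pfkm and Pfkp. The text prints a part of these. Symbol families in the closing section, taken as gene symbols with a shared stem and at least 8 members, were chosen after the data were seen.

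The alternatives, fixed with the design, were quantile normalization of the deposited values, centring of each array on its median, leaving out the dimmer part of the genes (below the 0.5 quantile of mean level), eBayes with trend and robust options, array weights, a fit with only the groups compared, the replicate number as a block, every feature tested, the methods' variance analysis with Tukey comparisons, and leaving out each sample in turn. The mean of all features of a gene was also planned but does not differ from the values used, since no gene had more than one feature. Groupings of the samples at random, 100 per comparison, were drawn with a fixed seed. The pipeline was tested on simulated data in which 200 of 24530 genes were changed by 1.5-fold and another 200 by 2-fold. Of the genes changed by 1.5-fold, 84% were recovered in the comparison of tumoral with adjacent tissue, 73% between adjacent and normal and 86.5% between tumoral and normal tissue. Of all genes called, those changed by 2-fold included, 5.26%, 3.41% and 3.92% were false. The simulated noise was independent between genes, so these shares need not hold in the real data, where genes vary together. For arrays the precision is limited by their number.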

Results

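Gene expression was measured on Affymetrix whole-transcript arrays in liver tissue of male mice aged 55 weeks. The labels give the strain of all samples as C57BL/6J. For stable ChREBP overexpression in the liver the study's text names FVB/N mice in some places and C57BL/6J mice in others. The 16 samples form 3 groups: 5 normal livers, 5 samples of non-tumoral liver tissue next to tumors (adjacent) and 6 tumors (tumoral) described as overexpressing the transcription factor ChREBP, which switches on genes of sugar use and fat synthesis and is encoded by Mlxipl. The values are log2 expression levels, one per gene, for 24530 named genes. The arrays had medians between 4.20 and 4.27, and the first principal component, holding 36.8% of the variance, set the tumoral samples (25.1 to 32.1) apart from all other samples (-27.2 to -11.5). Nothing in the labels says that the samples came from separate mice or which tumoral and adjacent samples shared a mouse, so the tests measure the spread between samples. The number of arrays limits the precision. No genome build is named with the values, and so no positions are given.

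Mlxipl itself was not higher in the tumoral samples. Its level was 9.34 ± 0.18 in the tumoral samples (SD, n = 6), 9.55 ± 0.25 in adjacent tissue (SD, n = 5) and 9.45 ± 0.34 in normal liver (SD, n = 5). The single values were 9.10, 9.29, 9.47, 9.19, 9.42 and 9.57 in tumoral samples 1 to 6, 9.37, 9.65, 9.46, 9.32 and 9.93 in adjacent samples 1 to 5, and 9.81, 8.94, 9.62, 9.59 and 9.29 in normal samples 1 to 5. The difference between tumoral and adjacent tissue was -0.20 (95% confidence interval -0.50 to 0.09, adjusted p = 0.374), which excludes a rise of 1.5-fold or more in the signal of this array feature. It was -0.11 (adjusted p = 0.669) between tumoral and normal tissue and 0.10 (95% confidence interval -0.22 to 0.41, adjusted p = 1.00) between adjacent and normal tissue. The last of these turned to -0.03 without normal 2 and to -0.00 without adjacent 5. The tables give no probe positions, so whether the feature reads an introduced copy of the gene is not known. Mlxip, which encodes the related factor MondoA, was 1.31-fold higher in tumoral than in adjacent tissue (6.04 ± 0.09 and 5.65 ± 0.21, adjusted p = 0.00433). The study, by contrast, reports MondoA RNA and protein as unchanged in its ChREBP models.

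**Figure D1:**
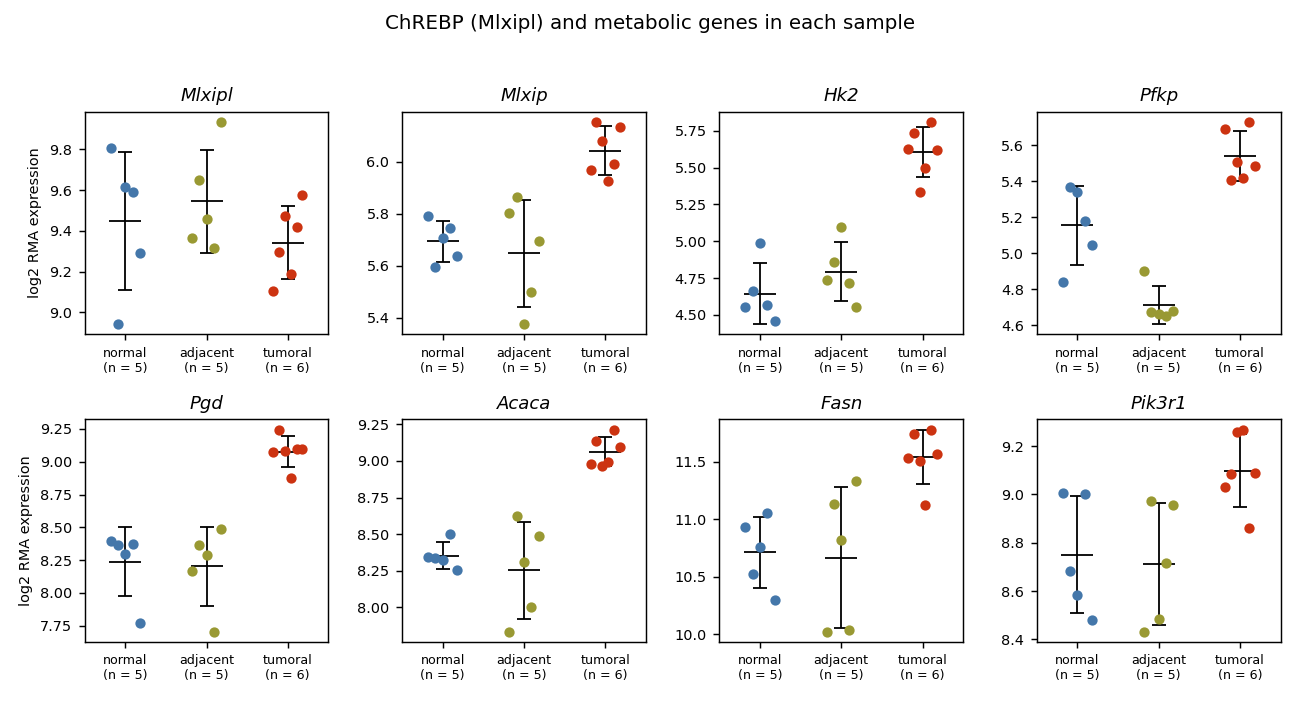
Log2 expression of Mlxipl and 7 of the other genes the study names, in each of the 16 samples (points), with the mean and SD of each group (bars), for normal, adjacent and tumoral liver. The tumoral values of Hk2, Pfkp, Pgd and Acaca all lie above those of adjacent tissue, whereas those of Mlxipl, with means of 9.34 and 9.55, overlap.

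The comparison of tumoral with adjacent tissue asks which genes the tumors express differently from the liver around them. In the tumors, genes of cell division, of the extracellular matrix and of monocytes and T cells rose, in lists that also passed with an estimated correlation between genes. Some genes of fatty acid and cholesterol synthesis rose and some of male-type and bile acid metabolism fell, in lists that did not pass with that correlation. Gpnmb, a membrane glycoprotein of lipid-laden macrophages, had the smallest p of all genes and was 7.33-fold higher (6.18 ± 0.20 against 3.30 ± 0.15, SD, n = 6 and 5, adjusted p = 1.6e-11). The largest rises were in Ighg2c, an immunoglobulin heavy chain (33.1-fold, 8.77 ± 0.77 against 3.72 ± 0.47, adjusted p = 8.47e-09), and Cyp2b9, a cytochrome P450 normally expressed in female liver (26.3-fold, 7.97 ± 1.04 against 3.26 ± 0.36, adjusted p = 2.94e-07). The largest falls were in the macrophage receptors Timd4 (4.00-fold lower, 4.03 ± 0.19 against 6.03 ± 0.40, adjusted p = 6.39e-07) and Cd163 (3.97-fold lower, 4.26 ± 0.23 against 6.25 ± 0.18, adjusted p = 4.26e-08). Mfsd2a, which carries lysophospholipids into cells, was 3.75-fold lower and Adgrf1, an adhesion receptor, 3.44-fold lower. All 6 tumoral values lay on one side of all 5 adjacent values for each of these genes.

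In limma's test 2980 genes, 12.1% of those tested, passed an adjusted p of 0.05, of which 1750 were higher and 1230 lower in the tumoral samples. With a change of at least 1.5-fold added, 813 were higher and 113 lower. At an unadjusted p of 0.05, 6689 genes passed, where 1226.5 would by chance. The tumoral and adjacent values of 2232 genes (9.10%) did not overlap, against 0.433% expected by chance. Of 41 gene lists tested, 23 passed as higher and 4 as lower, and 9 kept their call with an estimated correlation between genes. Immunoglobulin, Mup, Orm and Cyp2b genes have close relatives of near-identical sequence, so which member of such a family changed is uncertain. With the replicate number as a block 2029 genes passed, and of the genes named in this comparison Acadvl, Asgr1, Asl, Cyp17a1, Insr, Pik3r1, Pkm, Tk1, Aox1 and Uqcrfs1 did not. No adjacent sample has the number of tumoral 6, so this fit in effect leaves that sample out.

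**Figure D2:**
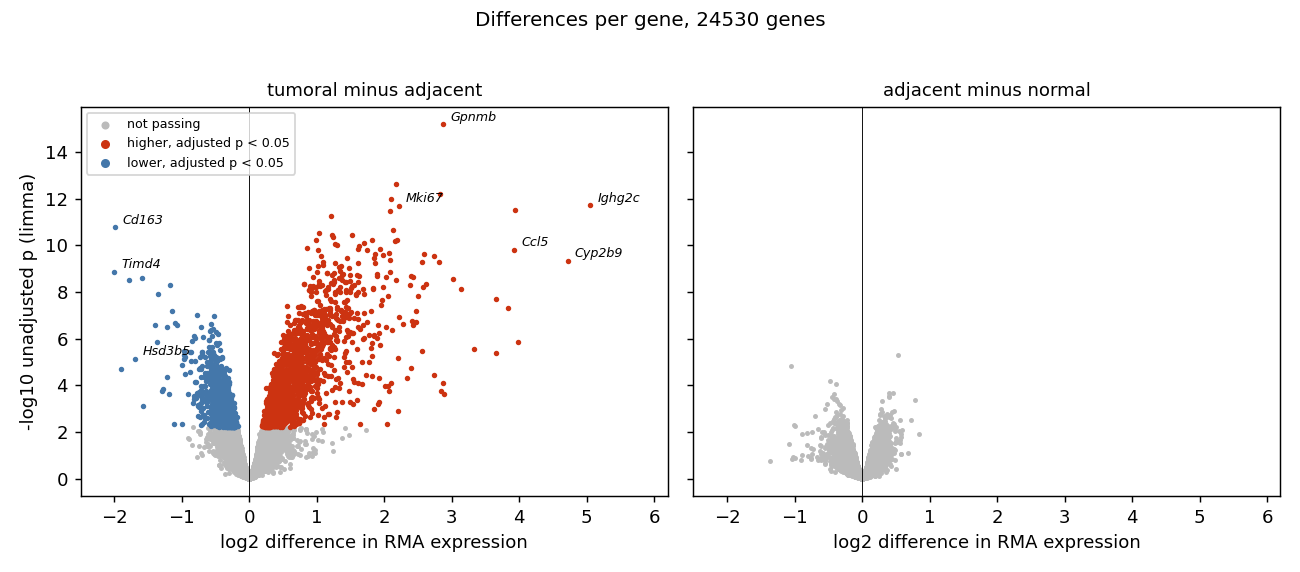
Each point is 1 of 24530 genes, with the log2 difference between groups on the horizontal axis and minus log10 of the unadjusted limma p on the vertical axis, for tumoral minus adjacent (left) and adjacent minus normal tissue (right). Coloured points passed an adjusted p of 0.05: 1750 higher and 1230 lower on the left, 0 on the right.

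Among the genes that the study names for these tumors, some enzymes of glycolysis and of fat synthesis rose. Hk2, the hexokinase of growing tissues, was 1.75-fold higher (5.60 ± 0.17 against 4.79 ± 0.20, SD, n = 6 and 5, adjusted p = 5.97e-05) and Pfkp, the platelet-type phosphofructokinase, 1.77-fold higher (5.54 ± 0.14 against 4.71 ± 0.11, adjusted p = 1.1e-05). The study writes pfk without an isoform, and of the 3 isoforms measured here Pfkl (-0.06) and Pfkm (-0.22) did not pass. Pgd, which makes NADPH in the pentose phosphate pathway, was 1.83-fold higher (adjusted p = 0.000155). Acaca, the first enzyme of fatty acid synthesis, was 1.76-fold higher (adjusted p = 8.18e-05) and Fasn, the fatty acid synthase, 1.83-fold higher (adjusted p = 0.011). Slc16a1, a lactate transporter (1.26-fold), Slc1a5, a glutamine transporter (1.49-fold), and Umps, which makes the pyrimidine nucleotide UMP (1.30-fold), also rose. In all, 11 of the 25 measured genes were higher, 0 were lower and 14 did not pass, with values between -0.22 and 0.88, and 13 passed adjusted over the list alone. The study chose these genes in part on these samples, so the count is not independent evidence of their direction. Scd1 (0.13, adjusted p = 0.458), Pklr, the liver pyruvate kinase and a known ChREBP target (0.18, adjusted p = 0.401), Slc2a1 (-0.18), Slc2a2 (0.22), Slc2a3 (0.07), Aldoa (0.01), Rpia (0.17), Got2 (0.06), Prps2 (0.20) and Ctps (0.14) did not pass. Pfkm (-0.22, adjusted p = 0.108) passed as lower without tumoral 3 (-0.28) or with quantile normalization (-0.29), and Tkt (0.17, adjusted p = 0.117) as higher without tumoral 4 (0.22).

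Pik3r1, which encodes the regulatory subunit of PI3-kinase, was 1.31-fold higher (9.10 ± 0.15 against 8.71 ± 0.25, SD, n = 6 and 5), at an adjusted p of 0.0454. That call was lost without adjacent 1 (0.32), adjacent 3 (0.33), adjacent 4 (0.39), tumoral 1 (0.40), tumoral 2 (0.39), tumoral 3 (0.35), tumoral 4 (0.35) or tumoral 6 (0.39), with adjusted p up to 0.12, and with quantile normalization (0.35) or array weights (0.35). Pkm, the pyruvate kinase of dividing cells, was 1.38-fold higher (adjusted p = 0.0355). Its call was lost without adjacent 1 (0.49), adjacent 2 (0.43), adjacent 4 (0.48), adjacent 5 (0.39), tumoral 1 (0.43), tumoral 5 (0.43) or tumoral 6 (0.44), with adjusted p up to 0.096, and with quantile normalization (0.40).

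Some lipid genes rose in the tumors. Of 17 measured genes of fatty acid synthesis and desaturation, 5 rose and 0 fell (8 and 0 adjusted over the list alone, median 0.43, adjusted p = 4.51e-06 and adjusted p = 0.213 with an estimated correlation), led by the desaturase Scd2 (5.98-fold) and the elongase Elovl6 (2.49-fold). In the list of lipid droplets and lipid uptake 6 of 13 rose and 0 fell (6 and 2 adjusted over the list alone, adjusted p = 4.51e-06). Those higher included lipoprotein lipase Lpl (4.24-fold), the fatty acid carrier Cd36 (4.15-fold), the droplet protein Cidec (4.53-fold) and the lipid chaperone Fabp4 (3.03-fold). This call held with an estimated correlation (adjusted p = 0.0393). Cholesterol synthesis genes rose in 11 of 18 cases and fell in 0 (14 and 0 adjusted over the list alone, median 0.53, adjusted p = 2.39e-12 and adjusted p = 0.0576 with an estimated correlation), with Fdft1 2.03-fold, Lss 2.02-fold and Hmgcs1 1.99-fold higher. Of 20 ChREBP target genes, 6 of which the study names, 7 rose and 0 fell (10 and 0 adjusted over the list alone, median 0.24, adjusted p = 1.29e-06 and adjusted p = 0.179 with an estimated correlation). Among them were Pnpla3, which remodels droplet lipids (2.41-fold), and Txnip, an inhibitor of glucose uptake (1.81-fold).

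Of 20 genes of glycolysis and glucose transport, 12 of which the study names, 5 rose and 0 fell (5 and 0 adjusted over the list alone, median 0.13, adjusted p = 0.000698 and adjusted p = 0.0771 with an estimated correlation), Hk1 among them (1.32-fold). The pentose phosphate list did not pass (adjusted p = 0.0949): Pgd was the 1 member of 9 that rose, and the only one adjusted over the list alone. Of 12 genes of gluconeogenesis and glycogen, 0 rose and 1 fell (1 and 1 adjusted over the list alone, adjusted p = 0.926), and that gene was Pck1, which commits carbon to new glucose (2.28-fold lower, adjusted p = 0.00502). This list's median was -0.01 and its mean -0.10, while the test leaned the other way. In the list of glutamine and aspartate metabolism 2 of 11 rose and 1 fell (2 and 2 adjusted over the list alone, adjusted p = 0.221), with the transporter Slc38a1 1.63-fold higher. Of 25 nucleotide synthesis genes, 5 rose and 1 fell (5 and 1 adjusted over the list alone, adjusted p = 0.0389 and adjusted p = 0.359 with an estimated correlation), with both subunits of ribonucleotide reductase higher (Rrm2 3.48-fold, Rrm1 2.04-fold). Its median of 0.02 turned to -0.03 with quantile normalization. The member that fell was thymidine kinase Tk1 (-0.39, adjusted p = 0.0292), whose call was lost without adjacent 2, 3 or 5 or tumoral 1, 3, 4 or 6, at values between -0.37 and -0.33.

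Cell division genes made the strongest list. Of 32, 30 rose and 0 fell (30 and 0 adjusted over the list alone, median 0.85, adjusted p = 1.52e-40 and adjusted p = 0.00275 with an estimated correlation). The proliferation marker Mki67 was 4.64-fold higher (6.92 ± 0.23 against 4.71 ± 0.25, SD, n = 6 and 5, adjusted p = 8.47e-09), the topoisomerase Top2a 5.87-fold and the mitotic kinesin Kif11 2.36-fold. Of 31 PI3K/AKT signaling genes, 9 rose and 2 fell (11 and 3 adjusted over the list alone, median 0.06, adjusted p = 0.00191 and adjusted p = 0.0543 with an estimated correlation). Those with the smallest p were the growth factor Hgf (2.04-fold higher), the platelet-derived growth factor receptors Pdgfra (2.46-fold) and Pdgfrb (2.12-fold), all 3 also among the stellate cell markers, and Pik3cg, the catalytic subunit of leukocytes (1.67-fold). The insulin receptor Insr (-0.28, adjusted p = 0.00846) and Met, the receptor of Hgf (-0.49, adjusted p = 0.0015), moved the other way. Fetal and liver cancer genes rose in 9 of 19 cases and fell in 0 (9 and 0 adjusted over the list alone, median 0.52, adjusted p = 7.4e-08 and adjusted p = 0.0928 with an estimated correlation). Among them were Ly6d (4.61-fold), the imprinted RNA H19 (1.86-fold) and the surface protein Cd44 (2.07-fold).

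Some genes with a sex bias in mouse liver changed. Of 11 male-biased genes, 6 fell and 0 rose (7 and 0 adjusted over the list alone, median -0.35, adjusted p = 0.000844 and adjusted p = 0.227 with an estimated correlation). The steroid dehydrogenase Hsd3b5 was 3.22-fold lower (8.15 ± 0.76 against 9.84 ± 0.31, SD, n = 6 and 5), the oxysterol hydroxylase Cyp7b1 2.34-fold, the bile acid transporter Slco1a1 1.64-fold and the urinary protein Mup3 1.23-fold. Of 12 female-biased genes, 3 rose and 0 fell (4 and 0 adjusted over the list alone, median 0.20, adjusted p = 0.00183 and adjusted p = 0.0393 with an estimated correlation), including Cyp2b9 and the steroid hydroxylase Cyp17a1 (2.42-fold). Bile acid synthesis and transport genes fell in 4 of 17 cases and rose in 0 (6 and 1 adjusted over the list alone, median -0.10, adjusted p = 0.046 and adjusted p = 0.23 with an estimated correlation). Among them were Cyp8b1, which sets the share of cholic acid (1.84-fold lower), and Slc27a5, which activates bile acids (1.27-fold lower). Of 10 periportal genes, 3 fell and 0 rose (3 and 0 adjusted over the list alone, median -0.12, adjusted p = 0.0231 and adjusted p = 0.191 with an estimated correlation), with Pck1 and the urea cycle enzyme Asl (1.27-fold lower) among them. Pericentral genes went both ways, 2 of 12 up and 2 down (3 and 4 adjusted over the list alone, adjusted p = 0.57): the glutathione transferase Gstm3 was 4.21-fold higher and Cyp2c37, which oxidises fatty acids and drugs, 3.02-fold lower. Of 11 WNT/beta-catenin targets, 1 fell, the glutamate transporter Slc1a2 (-0.71), and 0 rose (1 and 0 adjusted over the list alone, adjusted p = 0.449).

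Markers of some other cell types were higher in the tumors, beside each of the gene groups above. All 10 markers of infiltrating monocytes and macrophages rose (10 adjusted over the list alone, median 1.12, adjusted p = 1.08e-18), among them Mmp12 (5.25-fold), Cd68 (2.75-fold) and the chemokine receptor Ccr2 (2.44-fold). Of 16 T and NK cell markers, 12 rose and 0 fell (13 and 0 adjusted over the list alone, median 1.12, adjusted p = 3.95e-19). The chemokine Ccl5 was 15.2-fold higher (9.30 ± 0.25 against 5.38 ± 0.71, SD, n = 6 and 5), the granzymes Gzma 7.10-fold and Gzmk 3.94-fold and the T cell receptor chain Cd3g 3.65-fold. Of 8 B and plasma cell markers, 3 rose and 0 fell (3 and 0 adjusted over the list alone, median 0.25, adjusted p = 1.52e-05), all of them antibody genes: Igkc (15.3-fold), the joining chain Jchain (5.37-fold) and Ighm (3.02-fold). Of 9 dendritic cell and MHC class II markers, 4 rose and 0 fell (5 and 0 adjusted over the list alone, median 0.26, adjusted p = 1.81e-06): the MHC class II genes H2-Aa (4.84-fold), H2-Ab1 (4.35-fold) and H2-Eb1 (2.71-fold) and their chaperone Cd74 (5.33-fold). Stellate cell and fibroblast markers rose in 9 of 10 cases and fell in 0 (10 and 0 adjusted over the list alone, median 1.06, adjusted p = 1.04e-17). Extracellular matrix genes rose in 17 of 22 and fell in 0 (19 and 0 adjusted over the list alone, median 0.75, adjusted p = 1.06e-24). The collagens Col3a1 (2.84-fold), Col1a2 (2.80-fold) and Col1a1 (2.71-fold) were among them. These 6 calls held with an estimated correlation (adjusted p = 0.00385 for monocytes, T cells and matrix, 0.00386 for stellate cells and 0.0378 for the other pair).

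The Kupffer cell list, markers of the resident liver macrophage, held genes moving in opposite ways. Of 10, 6 rose and 1 fell (7 and 1 adjusted over the list alone, median 0.85, adjusted p = 9.06e-06 and adjusted p = 0.2 with an estimated correlation). The complement genes C1qb (2.65-fold) and C1qc (2.21-fold) and the pan-macrophage receptor Adgre1 (2.29-fold) rose, and Timd4, which takes up dying cells, was the gene that fell. Endothelial markers rose in 5 of 11 cases and fell in 0 (5 and 0 adjusted over the list alone, median 0.33, adjusted p = 9.06e-06 and adjusted p = 0.213 with an estimated correlation), with the sinusoidal receptor Lyve1 2.13-fold, Eng 1.68-fold and Pecam1 1.40-fold higher. Of 6 cholangiocyte markers 2 rose and 0 fell (2 and 0 adjusted over the list alone, adjusted p = 0.046 and adjusted p = 0.322 with an estimated correlation). They were the chloride channel Cftr (1.28-fold) and the transcription factor Sox9 (1.34-fold). The call of Sox9 was lost without adjacent 2, 3 or 5 or tumoral 1, 4, 5 or 6 or with quantile normalization, at values between 0.32 and 0.43. Neutrophil markers did not pass (0 of 9, 0 adjusted over the list alone, adjusted p = 0.941), with levels near the floor of the array (mean 3.21 in adjacent tissue), and neither did pancreatic acinar markers (0 of 9, 0 adjusted over the list alone, adjusted p = 0.38). Adipocyte and erythroid lists had 4 measured genes each, of which 0 passed, and were not tested. Hepatocyte markers showed no shared change: 1 of 9 rose, Cyp3a11 (1.28-fold), and 1 fell, Asgr1 (1.19-fold lower), with 1 and 2 adjusted over the list alone, adjusted p = 0.756 and a median of -0.01 that turned to 0.00 after centring.

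**Figure D3:**
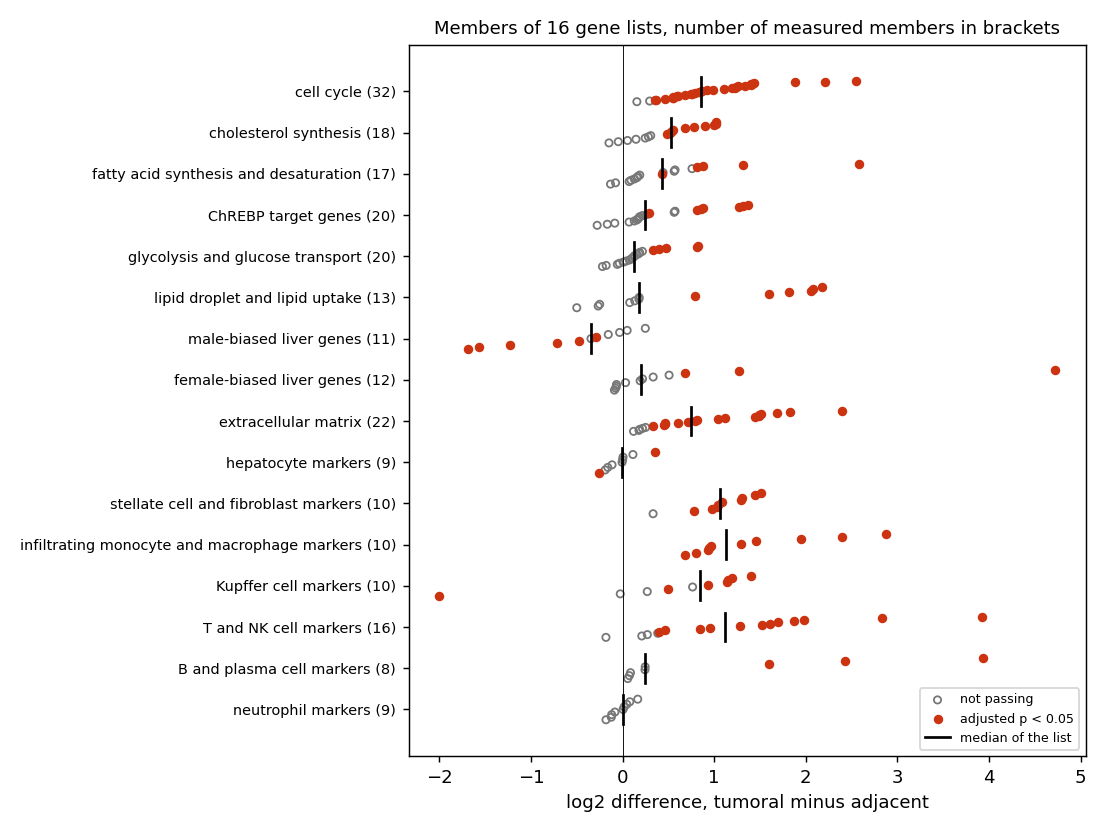
Log2 difference, tumoral minus adjacent, of each measured member of 16 gene lists (points, filled where the adjusted p is below 0.05), with the median of each list (black line) and the number of measured members in brackets. All 10 monocyte and macrophage markers and 30 of 32 cell division genes lie to the right and passed, while the hepatocyte markers lie around 0.

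**Figure D4:**
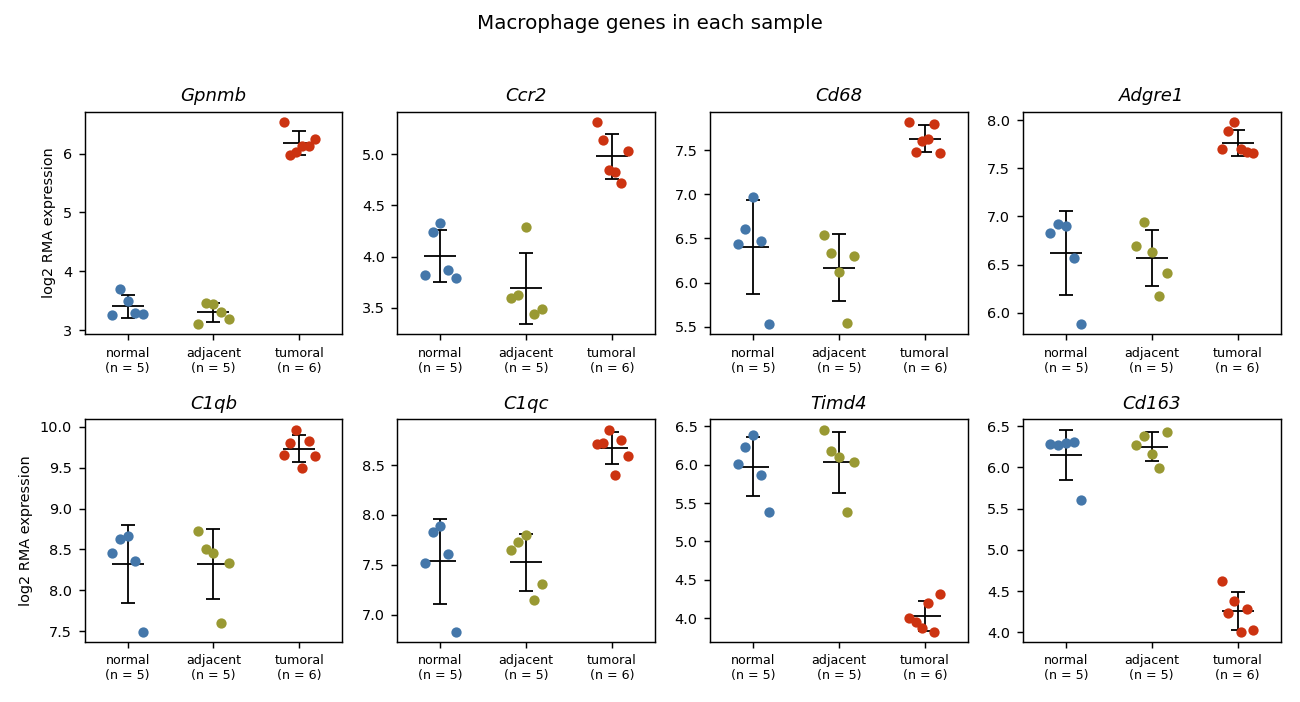
Log2 expression of 8 macrophage genes in each of the 16 samples (points), with the mean and SD of each group (bars), for normal, adjacent and tumoral liver. Gpnmb, Ccr2, Cd68, Adgre1, C1qb and C1qc were higher in the tumoral samples, whereas Timd4 (4.03 against 6.03 in adjacent tissue) and Cd163 (4.26 against 6.25) were lower.

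Several lists of stress and inflammation also passed. Of 17 acute phase genes, 6 rose and 1 fell (6 and 1 adjusted over the list alone, median 0.22, adjusted p = 0.000269 and adjusted p = 0.252 with an estimated correlation). The orosomucoid Orm2 was 6.99-fold and the iron-binding lipocalin Lcn2 4.29-fold higher, while C-reactive protein, Crp, was 1.27-fold lower. Interferon response genes rose in 6 of 16 cases and fell in 0 (7 and 0 adjusted over the list alone, median 0.39, adjusted p = 5.97e-05 and adjusted p = 0.153 with an estimated correlation), among them Ubd (2.56-fold) and Irf7 (1.46-fold). Of 14 NRF2 targets, 4 rose and 1 fell (6 and 1 adjusted over the list alone, median 0.22, adjusted p = 0.000627 and adjusted p = 0.0752 with an estimated correlation), with the heme oxygenase Hmox1 2.33-fold higher. The aldehyde oxidase Aox1 fell (-0.29, adjusted p = 0.0497), a call lost without adjacent 1, 4 or 5 or tumoral 1, 2, 3 or 4, at values between -0.28 and -0.25. Immediate early genes, which respond to tissue handling among other things, rose in 4 of 14 cases and fell in 0 (5 and 0 adjusted over the list alone, median 0.71, adjusted p = 5.97e-05 and adjusted p = 0.181 with an estimated correlation). Btg2 was 3.19-fold and Jun 2.33-fold higher. Oxidative phosphorylation genes passed as lower (median -0.16, adjusted p = 0.00764 and adjusted p = 0.319 with an estimated correlation), although 1 of 20 fell and 0 rose, with 0 adjusted over the list alone. That gene, Uqcrfs1 (-0.23, adjusted p = 0.0448), kept its call only without tumoral 2 when each of the 11 samples was left out in turn, at values between -0.27 and -0.18.

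The remaining lists did not pass. They were fatty acid oxidation (2 of 19 up, 2 down, 2 and 3 adjusted over the list alone, adjusted p = 0.73), the citrate cycle (2 of 21 up, 1 down, 2 and 2 adjusted over the list alone, adjusted p = 0.23) and complement and coagulation (0 of 21 up, 2 down, 0 and 2 adjusted over the list alone, adjusted p = 0.382). The others were ER stress (3 of 18 up, 2 down, 3 and 2 adjusted over the list alone, adjusted p = 0.233), circadian genes (1 of 13 up, 3 down, 1 and 5 adjusted over the list alone, adjusted p = 0.23) and fasting genes (1 of 9 up, 2 down, 2 and 3 adjusted over the list alone, adjusted p = 0.601). Their members with the smallest p included the very-long-chain acyl-CoA dehydrogenase Acadvl (1.23-fold lower), citrate synthase Cs (1.39-fold higher), coagulation factor F7 (1.52-fold lower), the stress factor Ddit3 (1.85-fold higher), the clock gene Tef (1.31-fold lower) and the lipase inhibitor Angptl4 (1.73-fold lower). Nnt, which is mutated in the C57BL/6J strain, stood at 9.46 ± 0.10 in tumoral, 9.61 ± 0.08 in adjacent and 9.60 ± 0.08 in normal liver, and did not pass between tumoral and adjacent tissue (-0.15, adjusted p = 0.16). No table shows which part of the gene the feature reads, so these levels do not settle whether the samples were C57BL/6J, as labelled, or FVB/N.

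The comparison of adjacent with normal tissue asks whether liver next to a tumor differs from liver without tumors. No single gene passed the test. The largest difference among the genes the study names was in Pfkp, which was at 4.71 ± 0.11 in adjacent and 5.16 ± 0.22 in normal tissue (SD, n = 5 and 5, log2 difference -0.44, adjusted p = 0.773). The list of fetal and liver cancer genes passed as lower in adjacent tissue (median -0.22, adjusted p = 0.00316), as did extracellular matrix (median -0.09, adjusted p = 0.00188) and stellate cell and fibroblast markers (median -0.18, adjusted p = 0.00316), with 0 members of any list passing over all genes. Each of these 3 calls was lost with an estimated correlation (adjusted p = 0.974) and with fry, which tests whether the genes of a list move one way (adjusted p = 0.996), and 74 of 100 groupings of the samples gave at least 3 lists. Adjusted over the list alone, 2 matrix genes passed, the collagen Col1a2 (-0.48) and the smooth muscle actin Acta2 (-0.70), both chosen after their values were seen, as well as Pfkp in the glycolysis list and among the study's genes.

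In limma's test 0 genes passed between adjacent and normal tissue, and 917 (3.74%) passed at an unadjusted p of 0.05, where 1226.5 would by chance. The methods' variance analysis with Tukey comparisons gave 340 genes at an unadjusted p, 6 with a 1.5-fold change, and 0 after correction. The smallest adjusted p was 0.130, for the vomeronasal receptor Vmn2r44, which passed without adjacent 5, so that 1 gene was then called. The values of 142 genes (0.579%) did not overlap between the groups, against 0.794% expected by chance. The number of lists passing was 13 without normal 5 and 6 without adjacent 5, and 5 with array weights.

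The comparison of tumoral with normal tissue asks how the tumors differ from liver free of tumors. Ighg2c was 37.3-fold, Cyp2b9 19.3-fold and Gpnmb 6.82-fold higher in the tumoral samples (6.18 ± 0.20 against 3.41 ± 0.19 for Gpnmb, SD, n = 6 and 5, adjusted p = 3.03e-11). Timd4 (-1.94), Cd163 (-1.89), Cyp2c37 (-1.64) and Hsd3b5 (-1.61) fell most. The cell cycle regulator Ccnd1 was 2.86-fold higher (7.83 ± 0.23 against 6.31 ± 0.17, adjusted p = 1.81e-07), and Mup21, a urinary protein, fell by 1.43 on the log2 scale. Both comparisons share the tumoral samples, so how far their genes coincide was not tested.

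Of the 25 measured genes the study names, 10 were higher, 1 was lower and 14 did not pass (14 passed adjusted over the list alone). Hk2 was 1.94-fold (adjusted p = 1.14e-05), Pgd 1.79-fold (adjusted p = 0.000247), Acaca 1.64-fold (adjusted p = 0.000329) and Pfkp 1.30-fold higher (adjusted p = 0.013), and Pfkm, the muscle-type phosphofructokinase, was lower (-0.36, adjusted p = 0.0108), against the direction of the glycolysis list. Fasn was 1.78-fold higher (adjusted p = 0.0162) and lost its call without normal 5 (0.73, adjusted p = 0.0531). With the replicate block neither Fasn (adjusted p = 0.0526) nor Pfkp (adjusted p = 0.0542) passed. Pik3r1 did not pass (0.35, adjusted p = 0.0751), nor did Pkm (0.39, adjusted p = 0.0837). Pik3r1 passed without normal 1 (0.41) or normal 4 (0.41), and Pkm without normal 2 (0.49).

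In this comparison 2738 genes (11.2%) passed limma's test, of which 1703 were higher and 1035 lower, and 772 and 124 of them changed by at least 1.5-fold. The values of 1964 genes (8.01%) did not overlap, against 0.433% by chance. Of the 41 lists, 21 passed as higher and 4 as lower, and 9 kept their call with an estimated correlation. Of the lists that passed against adjacent tissue, 2 did not pass here. They were nucleotide synthesis (4 of 25 up, 0 down, 5 and 2 adjusted over the list alone, median 0.070, adjusted p = 0.109) and the cholangiocyte markers (2 of 6 up, 0 down, 2 and 0 adjusted over the list alone, adjusted p = 0.458), whose median was -0.12 here and 0.35 against adjacent tissue. Cell division rose in 30 of 32 cases (31 adjusted over the list alone, median 0.89, adjusted p = 1.75e-43), T and NK cell markers in 11 of 16 (15 adjusted over the list alone, median 1.10, adjusted p = 4.17e-19), monocyte and macrophage markers in 10 of 10 (10 adjusted over the list alone, median 0.94, adjusted p = 6.07e-17). Extracellular matrix rose in 15 of 22 (18 up and 1 down adjusted over the list alone, median 0.66, adjusted p = 1.41e-19). All held with an estimated correlation. Cholesterol synthesis rose in 12 of 18 cases (14 adjusted over the list alone, adjusted p = 4.74e-11 and adjusted p = 0.0809 with an estimated correlation). Of 20 ChREBP targets 8 rose and 0 fell (9 and 0 adjusted over the list alone, adjusted p = 1.41e-05 and adjusted p = 0.206 with an estimated correlation). Male-biased genes fell in 6 of 11 cases (7 down and 1 up adjusted over the list alone, adjusted p = 0.00356 and adjusted p = 0.257 with an estimated correlation). Female-biased genes rose in 6 of 12 (7 adjusted over the list alone, adjusted p = 0.00233 and adjusted p = 0.0456 with an estimated correlation).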

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

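The tests of Mlxipl, of hepatocyte share and of lymphoid tissue were chosen only after the results were seen, while those that regroup the samples, among them the one of adjacent against normal tissue, were planned.

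Single samples lay far from the rest of their group (a gap to the nearest other sample above Dixon's 95% value) in 43 of 513 sets of 1 gene and 1 group, where chance gives about 5%, and 12 of these were in normal 5. In normal 5 the log2 levels of C1qb (7.49), Cyp17a1 (5.92), Slc1a2 (8.06), Ighm (5.46), Pgd (7.77), Slc2a2 (10.17), Cd163 (5.61) and Lss (7.14) were low. In normal 2 Scd2 (7.52) and Ly6d (6.59) were high and Pdgfra (5.76) was low, in normal 3 Prps2 (5.87) was low, and in normal 4 Asgr1 (10.48) was high. In adjacent 1 Pfkp (4.90) and Ccnd1 (6.87) were high and Cyp3a11 (12.29) was low, in adjacent 2 Col1a2 (5.08), in adjacent 4 Eng (8.11) and in adjacent 5 Lpl (6.60) were low, and in adjacent 3 Ccr2 (4.29) and in adjacent 5 Gzmk (3.74) were high. In tumoral 1 Cd3g (6.74) and Ccnd1 (8.27) were high and Angptl4 (7.25) was low, in tumoral 2 Umps (8.48) was high, in tumoral 3 Cyp2b9 (5.99) and Cyp17a1 (6.66) were low and Lpl (9.45) was high, and in tumoral 4 Tkt (8.55) was low.

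Of the 742 features that carry no gene symbol and were left out of the comparisons, 102 passed between tumoral and adjacent tissue when every feature was tested, 71 higher and 31 lower.

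Mlxipl was not higher in tumors described as overexpressing ChREBP. A signal ceiling of the array is argued against: of 781 genes brighter than Mlxipl, 12 passed with a rise of at least 1.5-fold. Fewer hepatocytes in the tumoral samples, as the cover of a rise of 1.5-fold, were tested on few genes. The hepatocyte markers below the brightest range of the array, 2 genes, changed by a mean of -0.070 (95% confidence interval -0.18 to 0.04). That is less than such a cover would need in these 2 genes. However, 1 of them, Asgr1, passed as lower (-0.29 to -0.22 with samples left out), and brighter markers were not used. Fewer hepatocytes therefore stay open. An array feature that does not read the introduced copy could account for it and stays open: 7 of 20 ChREBP target genes rose, but no table gives probe positions. The study shows staining of tumor sections for the tag of the introduced ChREBP. It also reports more ChREBP at promoters such as that of Pik3r1 in its tumors. Arrays do not measure protein, so a change in the protein or its activity without a change in this RNA was not tested here and stays open.

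Between adjacent and normal tissue 0 genes passed, a count that all 100 groupings of these samples reach whatever their values (highest of the others 2), so this test decides nothing. A broad difference hidden by the number of samples is argued against: 98 of the 100 groupings gave at least the real 917 genes at an unadjusted p of 0.05, with a median of 1250 and up to 2088. The 3 lists that passed were equalled or exceeded in 74 of the 100 groupings, with up to 22 lists in another grouping, so chance cannot be excluded there. Why another grouping gave several times the real count was not tested. With an estimated correlation between genes 0 lists passed, and without normal 5 the real count was 13. Small differences between the tissues stay open, as untested.

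Many markers of immune and stromal cells were higher in the tumors. For the number of genes, chance is argued against between tumoral and adjacent tissue (2980, highest of 100 groupings otherwise 1, so that 1 grouping reached it). The same holds between tumoral and normal tissue (2738 genes, 1 grouping, highest other 47). For the number of lists chance is argued against less firmly, since few other groupings gave as many or more. The counts were 27 against adjacent tissue (reached in 2 groupings, highest other 27) and 25 against normal tissue (3 groupings, highest other 29). Both shares lie under 0.05, the limit set before the data were seen. The other groupings that reached them had 4, 4 and 1 tumoral samples out of place. They still had 2299, 2235 and 3293 genes at an unadjusted p of 0.05 in limma's test. The counts of genes and lists cover all of them, not the immune and stromal markers alone. A lower share of hepatocytes alone would raise the markers of every other cell type alike, but the monocyte and macrophage list rose by 1.02 more than the endothelium list (95% confidence interval 0.78 to 1.27). These lists were picked after they were seen to differ. The endothelium list rose as well (mean 0.40), so a contribution of fewer hepatocytes stays open. Lymphoid tissue carried along with the tumors could contribute and cannot be told apart: 5 B cell and lymph node genes changed by 1.09 less than the T and NK cell list (difference -1.09, 95% confidence interval -1.30 to -0.88), but their mean level of 3.95 in adjacent tissue lies below the median of all genes there, 4.24, where a rise is hard to see. More immune and stromal cells in the tumors is a biological explanation that stays open, as untested.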

How the results depend on the processing

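The alternatives were all planned. Between tumoral and adjacent tissue the genes passing numbered 2029 to 3184 under normalization, centring, dim gene, variance, weight, group, feature and replicate block settings, and 2387 to 2805 with each sample left out in turn. The lists numbered 22 to 27 and 24 to 28. Between tumoral and normal tissue the ranges were 2031 to 2868 and 2141 to 2677 genes, and 22 to 25 and 24 to 26 lists. The methods' variance analysis with Tukey comparisons gave 4510 genes between tumoral and adjacent tissue, 931 with the fold threshold and 1649 after correction, 4271, 905 and 1531 between tumoral and normal tissue, and 340, 6 and 0 between adjacent and normal tissue. Unadjusted thresholds and the fold requirement differ by construction, and the cause of the other differences was not tested. With an estimated correlation 9 lists passed in each comparison with the tumors and 0 between adjacent and normal tissue, where fry gave 0 and array weights 5. Leaving out samples there gave 2 to 13 lists (13 without normal 5, 6 without adjacent 5) and 0 to 1 genes (1 without adjacent 5). In that comparison Mlxipl lay between -0.030 and 0.19, negative without normal 2 and without adjacent 5. Between tumoral and adjacent tissue it lay between -0.26 and -0.11 and between tumoral and normal tissue between -0.23 and -0.019.

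The replicate number as a replicate block gave 2029, 0 and 2031 genes and 26, 3 and 25 lists in the 3 comparisons. Tumoral 6 shares its number with no other sample, so the block in effect removes it from both comparisons with the tumors. The numbers were checked for pairing: with the same number, tumoral and adjacent samples had correlations of -0.07 to 0.10 after removal of group means, 0 of 5 above 0.1. As a hint from the data, 3 of these 5 tumoral samples correlated best with the adjacent sample of their own number and 2 did not, so whether they share mice stays unknown. Of 137 named genes that passed between tumoral and adjacent tissue, 0 reversed and 26 lost their call under at least 1 alternative, and of 136 between tumoral and normal tissue 0 and 29.

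Reversals were found in genes that did not pass. Between tumoral and adjacent tissue Pfkl turned to 0.0066 without tumoral 4. There Aldoa turned to -0.039 with quantile normalization and ranged from -0.039 to 0.036 with samples left out. Between tumoral and normal tissue Pklr ranged from -0.023 to 0.11. Between adjacent and normal tissue, array weights turned Slc1a5 to -0.0086 and Prps2 to 0.037. With samples left out the ranges there were -0.10 to 0.021 for Mlxip, -0.11 to 0.032 for Pik3r1, -0.17 to 0.026 for Pkm, -0.011 to 0.079 for Slc16a1, -0.15 to 0.089 for Pgd, -0.024 to 0.15 for Rpia and -0.19 to 0.0044 for Acaca. They were -0.21 to 0.12 for Fasn, -0.098 to 0.064 for Scd1, -0.060 to 0.084 for Slc1a5, -0.035 to 0.024 for Got2, -0.084 to 0.037 for Prps2, -0.0046 to 0.22 for Ctps and -0.0084 to 0.039 for Nnt. The cause was not tested. Taking the mean of all features of a gene gave no other values, as no gene had more than one. Signal near the floor of the arrays limits what dim genes can show.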

Other observations

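The symbol families were chosen after the data were seen, as was the test of macrophage markers.

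Beyond the lists of the report, members of several families of immune genes rose in the tumors. Genes were grouped by the stem of their symbols into 386 families of at least 8 members, of which 37 passed camera between tumoral and adjacent tissue, 30 higher and 7 lower. With an estimated correlation 2 of the 37 kept their call, Ifi and Gimap. Of 18 interferon-inducible Ifi genes, 9 rose and 0 fell (median 0.48, adjusted p = 3.69e-08 and adjusted p = 0.0214 with an estimated correlation), with Ifi27l2b 4.50-fold higher. Of 10 guanylate-binding Gbp genes, which act against microbes inside cells, 7 rose and 0 fell (median 0.92, adjusted p = 1.33e-07 and adjusted p = 0.288 with an estimated correlation), with Gbp11 5.57-fold higher. The lymphocyte GTPases of the Gimap family rose in 5 of 8 cases (median 0.45, adjusted p = 6.23e-06 and adjusted p = 0.0214 with an estimated correlation), Gimap3 by 3.96-fold, and the Toll-like receptors in 6 of 12 (median 0.29, adjusted p = 6.38e-06 and adjusted p = 0.0821 with an estimated correlation), Tlr8 by 2.73-fold. Joining segments of the T cell receptor beta chain rose in 7 of 14 cases and immunoglobulin kappa variable segments in 23 of 102 (adjusted p = 0.105 and 0.148 with an estimated correlation). No median named here changed sign with quantile normalization or centring.

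Single members of other families were also higher: the macrophage membrane protein Ms4a7 (3.53-fold), the T cell protein Ms4a4b (4.49-fold), the annexins Anxa2 (2.82-fold) and Anxa5 (2.03-fold), which bind membranes in the presence of calcium, and the galectin Lgals1 (3.06-fold). Of 10 Mcm genes, most of which open DNA for replication, 6 rose and 0 fell (median 0.45, adjusted p = 6.04e-05 and adjusted p = 0.131 with an estimated correlation). The 6 that rose, Mcm2, Mcm3, Mcm4, Mcm5, Mcm6 and Mcm7, also belong to the cell division list above, so they are not a separate result. Small nucleolar RNAs of the Snora family, which guide the modification of ribosomal RNA, fell in 8 of 34 cases and rose in 0 (median -0.32, adjusted p = 0.000154 and adjusted p = 0.465 with an estimated correlation), Snora30 among them (-1.10). Over 5 classes of genes of rising mean level, the dimmest had a median difference of -0.09 and the brightest 0.0017, so a fall of dim features is read against that background.

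Macrophage markers moved apart in the tumors, with Gpnmb, Ccr2 and the C1q genes higher and Timd4 and Cd163 lower. A candidate explanation is a shift from resident Kupffer cells to recruited macrophages, in which the resident markers Timd4, Clec4f, Marco, Vsig4 and Folr2 would fall together. Their mean change was -0.10 (95% confidence interval -0.49 to 0.29), with Timd4 included. Of the 10 Kupffer cell markers, which hold these 5, 6 passed as higher and Timd4 alone as lower. The risers included C1qb, C1qc and Adgre1, which are not among the 5. The interval of the 5 holds falls as well as rises, so it does not decide about the shift. A shift that lowers all or only some of these markers stays open. A change of expression in the macrophages already present is open as well, as untested.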
